A study of Mus musculus with 3 samples.

How the data were processed

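RNA of leukemic mouse spleen cells was measured by sequencing in 3 mice that make up 1 group. The mice carried a deleted miR-196b gene together with Dnmt3a and Flt3-ITD lesions. Flt3-ITD is an internal tandem duplication in the Flt3 receptor, and Mx1-Cre is a recombinase used to delete floxed alleles. Per the labels' protocols, red blood cells were lysed, c-Kit-bearing cells were enriched with magnetic beads, and RNA with an integrity number above 8 went into stranded, paired-end sequencing of 150 nt. The labels conflict in 2 places: 1 protocol names ribosomal RNA depletion while another names a kit for mRNA, and the titles give 1 lost Dnmt3a copy while the genotype field gives floxed alleles on both chromosomes. Mice 1, 2 and 3 are numbered in the order of their sample records, and the number only names a mouse.

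The authors deposited 1 table of expression values per gene symbol. Its name calls the values log2 FPKM, but the values were linear and never below 0. The 3 columns summed to 929731, 927169 and 928490, a range of 0.276% of their mean, so the deposited values were treated as TPM, transcript abundance scaled to a fixed total per library. The plan had assumed FPKM, and its thresholds were applied to TPM unchanged. The rows listed do not add up to the full TPM total, so the table holds part of it. The quantifier, genome build and annotation are not stated in the labels or the table, and for that reason no coordinates are given. TPM keeps no sequencing depth, so the depth reached by each library is unknown beyond the 30000000 reads planned per the labels, and no counting interval or detection floor can be given.

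The table held 28987 rows. Of these, 795 had no symbol and carried 0.584%, 0.532% and 0.608% of the column sums in mice 1, 2 and 3. A further 27 rows had a calendar date in place of a symbol and carried 0.200%, 0.202% and 0.179%. Both kinds were left out. Values of 90 symbols on more than 1 row were summed, which left 28074 symbols, 26255 of them (93.5%) in GENCODE M21. That annotation was used only for names, transcript lengths, exon overlaps and transcript sequences. Among named rows above 0, 63 repeated the values of another row in all 3 mice. The table also held 3 per-sample columns of control leukemias from another series, which were not used here. It held no fold changes or p-values, so the planned description of the authors' own comparison between genotypes was not made.

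Values were put on the log2(TPM + 1) scale. A gene was called detected at a TPM of at least 1, and spread was computed over genes with a mean TPM of at least 1. For each gene the mean and SD over the 3 mice were computed, and Pearson and Spearman correlations across genes were computed for each pair of mice. Genes are not independent replicates, so the correlations carry no p-value. For 19 preset gene lists, the level was the median over the list in each mouse. The spread was the list's median of the SD per gene, given as its percentile among 10000 random lists of the same size matched on mean level in 20 bins (random seed 11), with 95 as the threshold. Of the lists, 18 had members to test. With 1 group no test between groups was possible, and the samples have no numbering shared with another group.

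The lists, the thresholds and the rule for named genes were fixed before the data were examined. Named genes are the engineered genes and the members of lists discussed as a list, the 5 genes with the highest mean, and the 10 genes with the largest SD among those with a mean TPM of at least 1. Rpl3-ps1, and genes of the closing part that this rule does not cover, were chosen after their values were seen.

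The method was tested on simulated data for 15181 genes, 200 of which were given a spread 3 times as wide. All other genes had the same true spread. In the measured values the SD differed between genes, from 0.0545 at quantile 0.05 to 0.647 at quantile 0.95. The rates that follow therefore describe the simulation and need not hold for the measured values. All of the 200 lists of widened genes (100%) passed the threshold, against 4% of lists of other genes. Lists of unwidened genes that moved together passed it in 25.5% of draws. All members of such a list moved fully together and had the same SD. A high percentile was thus reached more easily by genes that rise and fall together. Of the 200 widest genes in the simulation, 59.5% were the widened ones. Alternatives covered the pseudocount, the detection threshold, the filter on low values, scaling to a common upper quartile, the number of expression bins, each mouse left out in turn, and symbols on several rows left out. The last of these, the mouse left out for the number of detected genes, and the alternatives for the 5 most abundant and the 10 widest genes were added after seeing the data. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and, for copies of 1 transcript, blastn 2.17.0.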

Results

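The transcriptomes of 3 acute myeloid leukemias without miR-196b were measured, each from the spleen of a different moribund mouse. miR-196b is a microRNA encoded in the Hoxa cluster. The leukemias arose on a Dnmt3a-mutant, Flt3-ITD background, and cells bearing the receptor c-Kit, a marker of immature blood cells, were enriched before RNA extraction. The study set these leukemias against leukemias of the same background with miR-196b intact. Those controls belong to another series and were not used here, so the values below describe the knockout leukemias and the differences among the 3 mice, and no genotype difference was tested. Values are TPM as deposited. The labels give 30000000 planned reads per library, the depth reached is unknown, and the only error that can be given is the spread between mice.

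A TPM of at least 1 was reached by 15107, 15108 and 14976 genes in mice 1, 2 and 3, a mean of 15063.7 ± 75.9 (SD, n = 3). Lowering the threshold to 0.1 moved this mean most, to 18957 genes. Between 7766 and 7997 genes per mouse were listed at 0. The most abundant gene took 2.88%, 2.97% and 3.10% of the summed TPM, and the 10 most abundant genes took 8.98%, 10.8% and 10.6%. Genes of the mitochondrial genome took 4.16%, 3.84% and 5.10%.

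The engineered genes were examined first, together with Kit, the gene of the enrichment marker c-Kit, which the labels do not give as engineered. No row for miR-196b itself was analysed here, so its deletion was not checked from these values. Dnmt3a stood at 57.3 ± 6.73 TPM (SD, n = 3), Flt3 at 137 ± 27.1 TPM and Kit at 141 ± 8.10 TPM. On the log2(TPM + 1) scale these were 5.86 ± 0.16, 7.08 ± 0.30 and 7.14 ± 0.08. Gene-level values do not separate mutant from intact alleles, and the presence of a Dnmt3a transcript does not show which of the labelled Dnmt3a genotypes applies.

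Agreement between mice was computed across the 15181 genes with a mean TPM of at least 1. Pearson's r across genes was 0.968 for mice 1 and 2, 0.965 for mice 1 and 3, and 0.977 for mice 2 and 3. Spearman's rho was 0.970, 0.966 and 0.978 for the same pairs. Including every listed gene moved the mean Pearson r most, from 0.970 to 0.988. Differences of at least 2-fold were found for 704 genes (4.64%) between mice 1 and 2, for 816 genes (5.38%) between mice 1 and 3, and for 440 genes (2.90%) between mice 2 and 3.

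The median SD between mice was 0.208 log2 units. It fell to 0.134 when genes of any level were included. For 5% of genes the SD was under 0.0545 and for another 5% it was over 0.647. Mouse 1 was the farthest from the other mice for 41.8% of genes, mouse 2 for 29.9% and mouse 3 for 28.2%. Over pairs of mice, for which a median SD is smaller than over all 3, it was 0.144 without mouse 1, 0.180 without mouse 2 and 0.189 without mouse 3. An SD of at least 1 was found for 254 genes (1.67%), and among these mouse 1 was the farthest for 137, mouse 2 for 44 and mouse 3 for 73.

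The genes with the highest mean were AY036118 (27671 ± 1020 TPM), mt-Co1 (9499 ± 620 TPM), Actb (9427 ± 2114 TPM), Cd74 (8006 ± 2143 TPM) and mt-Co3 (7383 ± 633 TPM; all SD, n = 3). Actb and Cd74 varied more between mice than the other genes of this group, with SDs of 0.33 and 0.37 log2 units.

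The 10 genes with the widest spread had SDs from 2.60 to 4.58 log2 units. Rpl3 was the widest, with 1.24, 546 and 549 TPM in mice 1, 2 and 3. This gene has near-identical copies in the genome, and 1 of them, Rpl3-ps1, which was chosen after its values were seen, had 1113, 467 and 469 TPM. Tsix had 142 and 145 TPM in mice 1 and 2 and was 109.6 times lower in mouse 3, while the Y-linked gene Eif2s3y had 2.16, 1.25 and 91.7 TPM. The heat shock genes Hspa1b and Hspa1a, which are near-identical copies, were low in mouse 1, at 29.1 and 27.9 TPM, against 1011 and 686 TPM in mouse 2 and 1167 and 762 TPM in mouse 3. Eif4a-ps4 had 0, 17.9 and 73.7 TPM. The immunoglobulin joining segments Ighj1 (0, 25.9 and 50.4 TPM) and Igkj4 (0, 21.1 and 25.9 TPM) were listed at 0 in mouse 1. Both are annotated as transcripts shorter than 200 nt. Gm16550 was at 22.6 TPM in mouse 1 and listed at 0 in the others. S100a13 was at 22.7 TPM in mouse 2 and at 0.0479 and 0.0367 TPM in mice 1 and 3. Several of these spreads rest on 1 mouse: without mouse 1 the SD of Rpl3 was 0.00688, and without mouse 3 that of Tsix was 0.0233.

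**Figure D1:**
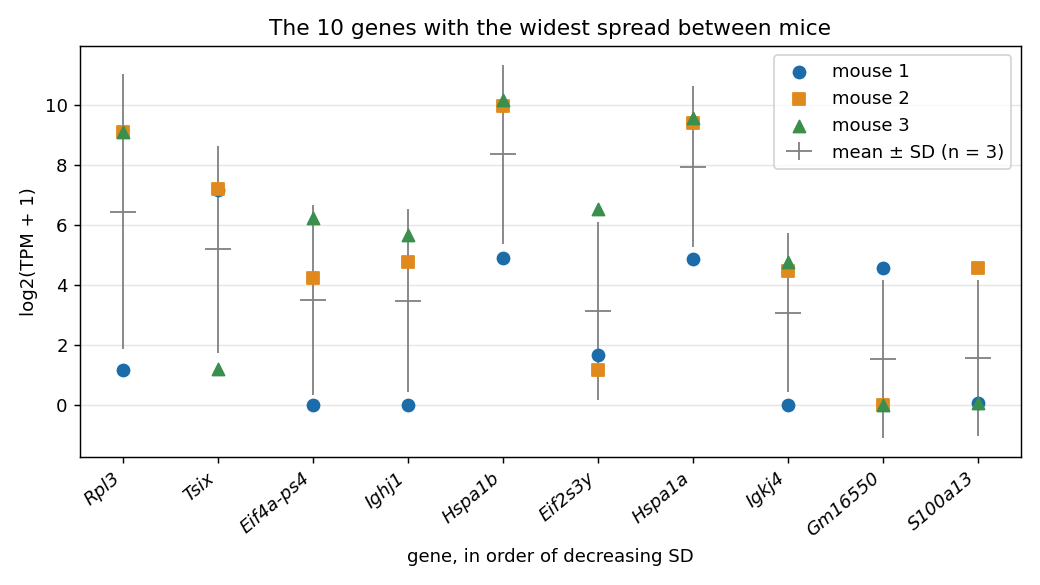
The 10 genes with the widest spread between mice, in order of decreasing SD, on the log2(TPM + 1) scale. Each symbol is 1 mouse, and the bars give the mean and SD of the 3 mice. Rpl3, at the left, had an SD of 4.58 because mouse 1 lay far below the others.

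Preset gene lists described what the enriched cells expressed. The median over 10 mitochondrial genes was 10.96 ± 0.25 on the log2(TPM + 1) scale (mean and SD of the 3 mice), over 12 housekeeping genes 9.37 ± 0.15, and over 15 genes whose RNA lacks a poly(A) tail, all of them replication-dependent histone genes, 9.36 ± 0.16. Neutrophil granule genes followed at 8.46 ± 0.92, immediate early genes at 7.66 ± 0.38, cell cycle genes at 6.28 ± 0.17 and stem and progenitor genes at 5.71 ± 0.34. Monocyte and macrophage genes stood at 3.99 ± 0.54, interferon response genes at 3.25 ± 0.62, erythroid genes at 3.22 ± 0.56 and megakaryocyte genes at 2.75 ± 0.27. The lowest medians were those of T and NK cell genes (1.71 ± 0.22), mast cell and basophil genes (1.52 ± 0.05) and B cell genes (1.35 ± 0.33). The preset list of engineered genes, which also held Kit, had a median of 7.04 ± 0.26. With a pseudocount of 0.1 the B cell median moved most, to 0.70.

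**Figure D2:**
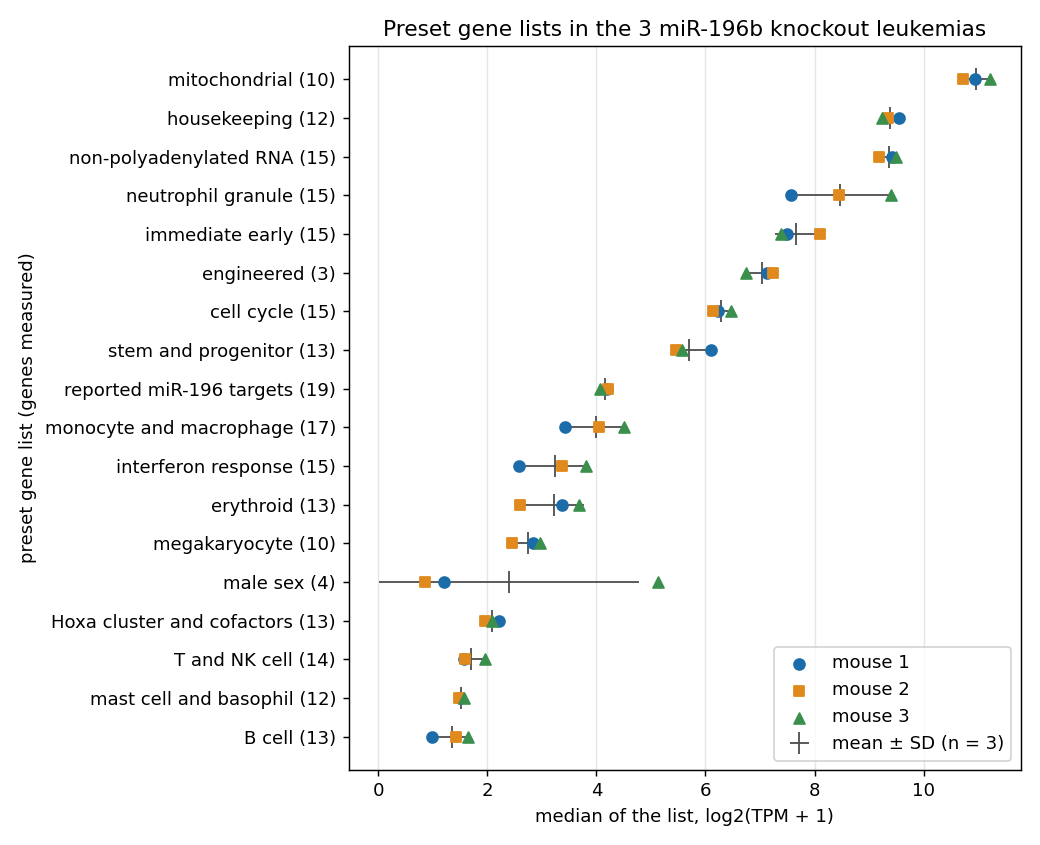
Median log2(TPM + 1) of each preset gene list in each mouse, with the number of genes measured in parentheses. Symbols are mice and the bars give the mean and SD of the 3 mice. The male sex list, at 2.40 ± 2.38, had the widest gap between mice.

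The genes reported elsewhere as targets of miR-196 had a median of 4.16 ± 0.08, and the Hoxa cluster with its cofactors had one of 2.09 ± 0.12. Hoxa7 and Hoxa9, which both lists hold, stood at 4.29 ± 0.35 and 4.73 ± 0.35 on the log2(TPM + 1) scale, and Meis1, also in both, at 5.44 ± 0.36. Hoxa10 stood at 2.19 ± 0.718 TPM. Among the other reported targets, Hmga1 had 315 ± 65.8 TPM, Hmga2 18.2 ± 1.82 TPM, Cdkn1b 70.9 ± 3.11 TPM and Anxa1 509 ± 64.9 TPM. Hoxb7, Hoxb8 and Hoxd8 were listed at 0 in all 3 mice. All 8 expressed genes of the Hoxa list were highest in mouse 1 in the values as deposited, but only 5 of 8 after scaling to a common upper quartile. Without a control, none of these levels shows an effect of the deletion.

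The same scaling moved mouse 1 by -0.083 and mouse 3 by 0.071 log2 units. Before it 48.6% of expressed genes were highest in mouse 1 and 20.3% in mouse 3, and after it 34.6% and 31.3%. The directions of the lists that follow were therefore checked under both.

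The spread between mice was at or above the threshold of the random lists for 10 of the 18 lists. Neutrophil granule genes had a median SD of 1.22, against 0.19 in random lists (percentile 100). Their medians in mice 1, 2 and 3 were 7.56, 8.44 and 9.39, and 14 of 15 were highest in mouse 3 under both scalings. Monocyte and macrophage genes, erythroid genes, interferon response genes, immediate early genes and male sex genes were also at percentile 100. All 12 expressed erythroid genes were lowest in mouse 2 and all 15 interferon response genes lowest in mouse 1, under both scalings. Of the 15 immediate early genes, 13 were highest in mouse 2 under both. In mouse 1, 12 were lowest as deposited and 13 after scaling. Their median deviation from the mean of the mice was -0.637 log2 units in mouse 1 and 0.472 in mouse 2. After scaling it was -0.721 and 0.487. Stem and progenitor genes reached percentile 99.8, mast cell and basophil genes 99.8, megakaryocyte genes 99.3 and mitochondrial genes 96.6.

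Several of these calls rested on 1 mouse. Without mouse 1 the stem and progenitor list fell to percentile 74.1 and the interferon response list to 47.4. Without mouse 3 the mast cell and basophil list fell to 54.3, the megakaryocyte list to 51.0 and the mitochondrial list to 3.26, and the male sex list could not be tested, because only 2 of its genes kept a mean TPM of at least 1. The number of lists at or above the threshold was then 6 of the 17 that had a percentile, against 10 of 18 with all mice. Lists of genes that move together pass the threshold more often than others, in 25.5% of simulated lists with no added spread, so the percentiles describe these libraries and are not a test.

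The other lists stayed under the threshold. Cell cycle genes were at percentile 94.4, T and NK cell genes at 88.6, B cell genes at 87.9 and housekeeping genes at 71.8. Hoxa cluster genes were at 61.3, reported miR-196 targets at 46.6, engineered genes with Kit at 43.0 and non-polyadenylated RNAs at 34.9. Cell cycle genes passed it after upper-quartile scaling (99.6) and without mouse 1 (99.9). B cell genes passed it after that scaling (95.5) and over all genes listed (95.5). A list for female sex had no gene analysed here.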

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

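Symbols on several rows left out, the mouse left out for the number of detected genes, and the alternatives for the 5 most abundant and the 10 widest genes were chosen after seeing the data. No paired analysis was possible because there is 1 group. The alternatives planned for the authors' own comparison between genotypes were not run, since the table gives no fold changes or p-values.

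The number of detected genes moved with its threshold, from 15063.7 per mouse to 18957 at a TPM of 0.1 and 11327.7 at a TPM of 5. The mean Pearson r was 0.970. It moved to 0.953 with a pseudocount of 0.1, to 0.988 over all genes listed and to 0.960 over genes with a mean TPM of at least 5, where the mean Spearman rho moved from 0.971 to 0.959. The median SD between mice moved from 0.208 to 0.134 over all genes listed, which adds genes at or near 0. It ranged from 0.144 (without mouse 1) to 0.189 across the 3 fits that each left out a mouse. Upper-quartile scaling and leaving out symbols on several rows moved none of these values by more than their spread.

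The number of lists at or above the 95th percentile ranged from 6 (without mouse 3) to 10 across the fits that left out a mouse. Without mouse 3 only 17 lists could be tested, since the male sex list kept 2 genes with a mean TPM of at least 1. In all, 4 lists stayed above the threshold under every alternative. The male sex list did so under those that gave it a value, which did not include the one without mouse 3. With 10 expression bins the number of lists was 10, as with 20. Of 161 recomputed list percentiles, 152 kept their side of the threshold, 5 fell below it and 4 rose above it. The 5 that fell did so when a mouse was left out, which shows that the mouse carried that list's spread. Of 108 recomputed list levels 104 moved by less than the spread between mice, and the other 4 moved with the pseudocount of 0.1. The means of the 5 most abundant genes kept within their spread in all 20 recomputations, while the SDs of the 10 widest genes moved in 37 of 50. The depth is unknown, so how far counting error enters the low values cannot be stated.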

Other observations

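The patterns below were picked after their values were seen, and the tests of histone genes, of all listed Y genes with Tsix and of the summed Hspa1a and Hspa1b values (before and after scaling) were chosen only after the result was seen, as was the test of dendritic cell genes after those of B cells and macrophages. In each case the labels give 1 group, so no biological explanation that separates the mice was tested unless stated. Log2 ratios below are differences on the log2(TPM + 1) scale, which understate the ratio of TPM where a value is low. Ratios given without log2, and values given in times, are ratios of TPM.

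S100a8 and S100a9, the most abundant neutrophil granule genes, were 8.36 and 9.83 times as high in mouse 3 as in mouse 1. Unequal scaling of the libraries is argued against, because the log2 ratio of S100a8 was 3.22 after upper-quartile scaling and 3.06 before. Neutrophils or their RNA in unequal amounts may account for it: 9 of 13 other genes of the list followed the order of mice of S100a8, against 9.93% of all expressed genes, and 5 of the 5 late granule genes did. After upper-quartile scaling the counts were again 9 and 5, against 16.4% of all expressed genes. The late genes had a median ratio of 8.31 between mice 3 and 1, while 4 early granule genes (Elane, Mpo, Ctsg and Prtn3) had one of 1.45. Maturing leukemic cells and admixed normal neutrophils would both raise late genes, and these values do not separate them.

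Cd74 was the fourth most abundant gene, at 8006 TPM. Its order of mice was shared by 5 of 5 genes of a class II set: Cd74, H2-Aa, H2-Ab1, H2-Eb1 and Ciita. Cd74 is in that set, so its own agreement was fixed in advance. B cells among the enriched cells are argued against as the source, since 0 of 5 of their genes were in the top 10% of expressed genes, which began at 98.2 TPM. The highest, Ighm, had 72.2 TPM, which is 0.902% of Cd74. Tissue macrophages are argued against in the same way, with 0 of 5 genes there and Emr1 highest at 18.6 TPM. Dendritic cells among the enriched cells could contribute: 2 of 8 of their genes were in the top 10%, Clec9a was highest at 291 TPM (3.63% of Cd74), and 6 of 8 followed the order of mice of Cd74, against 14.4% of all expressed genes. After upper-quartile scaling 5 of 5 genes of the class II set, which holds Cd74, and 6 of 8 dendritic genes followed that order, against 20.3%. A few such cells and leukemic cells that express these genes cannot be told apart in bulk RNA, because both give the same transcripts.

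Replication-dependent histone genes, whose RNA mostly lacks a poly(A) tail, were abundant. The median of 15 of them was 670 TPM, at percentile 98.8 of expressed genes, against a median of 74.6 TPM for cell cycle genes. This is consistent with libraries that kept RNA without poly(A) tails, as in the protocol that names ribosomal depletion rather than the one that names an mRNA kit. Proliferation was not separated from it by this test.

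Ddx3y was higher in mouse 3, by 4.18 units on the log2(TPM + 1) scale over the mean of the others. Reads shared with the X-linked copy could contribute and were not excluded. The log2 ratio of Ddx3x was -0.17, the sign that a transfer of reads to Ddx3y would give, and a transfer of the size of Ddx3y would change the more abundant Ddx3x little. Sex of the mice, which the labels do not give, may explain it. The rule set in advance asked for Uty, Kdm5d and Eif2s3y all to be at least 5 times as high in mouse 3. The comparison was with the higher of the other mice, not with their mean as for Ddx3y. The rule was met by 2 of 3 and so left the question open, because Uty was 4.39 times as high as in mouse 2. A looser test made after that result had 4 of 4 listed Y genes highest in mouse 3. Tsix, from the X inactivation center, was 109.6 times lower there. Whether the Tsix values mark female mice was not tested, and the preset list for female sex had no gene analysed here. From the looser test it would follow, as a hypothesis, that mouse 3 was male and the others female. Uty at 5.82 and 9.68 TPM in mice 1 and 2 is not explained by it.

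Ccdc107 ranked 12 among all genes, at 4626 TPM. In GENCODE M21 its exons overlap Rmrp, an abundant structured RNA, on the opposite strand. Reads of overlapping structured RNA genes could inflate it, but the 18 protein-coding genes with such an overlap had a median of 16.7 TPM, at percentile 87.8 of random lists. That lies between the outcomes set in advance. The 18 include Ccdc107, which was the only 1 of them to exceed 1000 TPM, and the next highest was Msn at 281 TPM. Only Ccdc107 overlaps Rmrp. The others overlap different RNA genes, such as Gm24718 for Msn, whose abundance was not examined. The median over the 18 therefore could neither show nor exclude an effect of Rmrp at Ccdc107. Such an effect and true expression cannot be told apart here.

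Genes with a wide spread between mice were short. Of the 254 genes with an SD of at least 1, 228 (89.8%) had an annotated length, with a median of 820.5 nt against 2635 nt in random lists matched on level (percentile 0). Transcripts under 200 nt made up 21.5% of them against 0.718% of expressed genes. Short features estimated from few reads may account for part of the spread, such as that of Ighj1 and Igkj4, but 179 of the wide genes were at least 200 nt long.

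Rpl3 was nearly absent in mouse 1, with a difference of -7.94 on the log2(TPM + 1) scale from the mean of the others. Reads assigned to a near-identical copy may explain it. The sum over Rpl3 and the 9 copies in the table (at least 90% identity over 200 bases, of 26 annotated) was 1119, 1016 and 1023 TPM, and its log2 ratio was 0.13. The excess in mouse 1 was in Rpl3-ps1. A sequence variant of the mouse or a quantification step could each move reads in this way, and neither was tested.

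Hspa1a and Hspa1b were low in mouse 1. Reads shared between the Hspa1a and Hspa1b copies would leave other heat shock genes alone. In the test set in advance 7 of 12 others were lowest in mouse 1, against 24.4% of all expressed genes, which was short of the share required to exclude it. After upper-quartile scaling the count was 8 of 12, against 36.8%. A later test used the sum of the pair, whose log2 ratio of mouse 1 to the others was -4.96, and this argues against exchange within the pair. Unequal scaling of the libraries is argued against for the pair, whose ratio was -5.09 after upper-quartile scaling. For the 12 others the median log2 ratio was -0.27 after scaling and -0.14 before, so this scaling did not remove their difference. After it none of the 12 was highest in mouse 1, but 4 were lowest in mouse 2, so not all were lower in mouse 1 than in both others. Of these 12 genes, 11 were highest in mouse 3 as deposited and 12 after scaling, against 20.3% and 31.3% of all expressed genes. Dnaja1 (237, 988 and 967 TPM in mice 1, 2 and 3) and Dnajb1 (54.9, 177 and 247 TPM) differed most among the 12. Outside that list, Hsph1 (27.0, 260.1 and 381 TPM) and Hspb1 (0.487, 9.24 and 21.3 TPM), named after their values were seen, were also lowest in mouse 1. A heat shock response that differed between mice, lower in mouse 1 for the pair and higher in mouse 3 for the 12 others, may remain as a hypothesis, and handling of the spleens was not tested.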
